A study of Arabidopsis thaliana with 18 samples. Its data were reported in "A dominant‐interfering camta3 mutation compromises primary transcriptional outputs mediated by both cell surface and intracellular immune receptors in Arabidopsis thaliana" (2017).

How the data were processed

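Poly(A) RNA of leaves was measured in 18 libraries, 3 for each of 6 groups: Col-0 and 35S:RPS4-HS (35S:RPS4 in what follows) at 28 °C (0 h) and at 4 h and 8 h after a shift to 19 °C. Per the labels, ribosomal RNA was depleted from 2.5 µg of total RNA, cDNA was primed with oligo-dT and the libraries were sequenced in paired-end mode. The authors checked the reads with FastQC 0.11.2, aligned them with TopHat2 2.0.10 to TAIR10 and deposited counts per gene made with HTSeq. The labels give neither the version of HTSeq nor its strand setting, and the supplementary methods of the study were not at hand, so reads of a gene and of a gene on the opposite strand may not be told apart. Of 263 named genes, 48 overlap an exon on the other strand and 2 an exon on the same strand. Read pairs that fit more than 1 place were not counted, which makes values of near-identical copies uncertain.

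The table held 32678 genes and 5 summary lines, and 0 columns were left without a sample. The summary lines stayed out of library sizes and tests. Reads in no gene made up 48.5% to 49.2% of all lines summed, reads in more than 1 gene 0.252% to 0.369%, and reads not placed uniquely 1.96% to 2.85%. Reads in no gene were thus about as many as those in genes. With the strand setting unknown here, reads on the opposite strand of genes may be among them, in which case the gene counts hold only part of the reads of each gene. Gene symbols, exons and positions were taken from TAIR10.1, which held 31912 of the genes (97.7%), 10616 of them with a symbol other than the locus code. The 10 most abundant genes took 5.05% to 8.70% of the counts and genes of the chloroplast genome 0.0536% to 0.164%. No 2 libraries of a group were copies of each other, a chi-square statistic per gene with at least 10 counts being 12.6 to 114.

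Computations were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by filterByExpr with the 6 groups, which left 20023 genes and removed 12655, of which 7781 had 0 counts in every library. Library sizes were scaled by TMM, with factors from 0.797 to 1.15 (0.797 to 0.838 in 35S:RPS4 at 4 h). A model with 1 mean per group was fitted to all 18 libraries by edgeR's quasi-likelihood method. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 with an absolute log2FC above 1. The comparisons were 35S:RPS4 against Col-0 at 0 h, 4 h and 8 h, each line at 4 h and at 8 h against its own 0 h, the interaction of line and shift at 4 h and at 8 h, and the change of the genotype effect from 4 h to 8 h. A gene at 0 counts in all libraries of a group was set to a floor of 3 counts over the group, and a ratio over 1 to 3 counts is given with its 95% binomial interval.

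Lists of 26 gene groups with 374 members were drawn up, and 360 members passed the filter. They covered immune receptors and signalling, hormones, glucosinolates and camalexin, folding and heat shock, cold, clock, photosynthesis, cell death, markers of leaf and other tissues and reference genes. Each was tested by camera with an inter-gene correlation preset at 0.01, again with an estimated correlation, and by fry, and called at an adjusted p under 0.05 over the 26 lists of a comparison. Camera sets a list against the other genes, and fry asks only whether its genes changed. By fry 0, 21 and 23 lists were called between the lines at 0 h, 4 h and 8 h, against 7, 16 and 15 by camera. In Col-0 fry called 5 at 4 h and 15 at 8 h (camera 7 and 4), and in the interactions 19 and 22 (camera 16 and 15). The naming rule took RPS4, the 8 genes the study measured by RT-qPCR, the 10 largest rises and 5 largest falls of each genotype effect, and the 5 largest of each sign of each interaction and of the Col-0 responses. These had to be called, to reach 5 CPM in the higher group with libraries that did not overlap, and to carry a symbol. Of each list it took up to 4 called members with the largest log2FC, or else the 2 with the highest CPM.

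Each test was first tested on simulated data, in which counts of 19770 genes were drawn from the real means and library sizes and 200 genes were changed. For the genotype effect at 4 h edgeR recovered 82% of genes changed 3-fold and 98% of those changed 8-fold, with 2 calls among unchanged genes. For the interaction at 4 h the values were 63%, 94% and 5. DESeq2 recovered 89% and 100% with 3 such calls (interaction 76%, 94% and 19). Limma voom recovered 81% and 97% with 0 (interaction 62%, 87% and 6). With 200 genes changed, these simulations did not test scaling or false calls where far more genes differ. In the data 5805 of 20023 genes were called between the lines at 4 h and 11357 at 8 h. The low numbers of calls among unchanged genes thus cannot be carried over to such comparisons.

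The alternatives were median-of-ratios scaling, the library total alone, no filter except for genes with 0 counts, a filter of 1 CPM in 3 libraries, DESeq2, limma voom, a fit to the groups compared alone, the replicate number as a block, an adjusted p under 0.05, removal of the 279 organelle genes, and each library left out in turn. These choices, the lists and the naming rule were fixed before the data were examined. A last alternative, replicate 1 as the only library of Col-0 at 0 h, was chosen after the values were seen. Other experiments of the study, with MLA and with camta3 mutants, were not analysed here.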

Results

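The series measured poly(A) RNA in leaves of Arabidopsis Col-0 and of 35S:RPS4-HS, a Col-0 line that over-expresses the TIR-NB-LRR (TNL) resistance protein RPS4. Its immune response is held back at 28 °C and is switched on by a shift to 19 °C, with no pathogen present. Growth at 28 °C lasted 3.5 weeks, and leaves were taken before the shift (0 h) or 4 h and 8 h after it. Each of the 6 groups held 3 libraries, 18 in all. Libraries held between 23876651 and 36291942 counts in genes. A floor of 3 counts in a library thus stood at 0.0827 to 0.126 CPM (counts scaled to library size). Folds given as a bound rest on a floor of 3 counts over the whole group, which is lower in CPM. These floors, and the intervals given beside ratios, cover counting error only. CPM are given as mean ± SD and log2 fold changes (log2FC) ± SE, with n = 3 libraries per group. A gene is said to have changed at an adjusted p under 0.01 and a fold change above 2 in edgeR's quasi-likelihood test. The labels do not say that the libraries of a group came from separate plants, so p-values measure only the spread between these samples. Hours after the shift and time of day ran together, so each time point was compared with Col-0 collected at the same time.

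RPS4 itself, which with RRS1 recognises the bacterial effector AvrRps4, was the first gene examined, since it checks the labels. Its locus, AT5G45250, lies on chromosome 5 from 18321764 to 18326175 (minus strand, TAIR10.1) and has 5 exons. In Col-0 it stood at 12.7 ± 0.486 CPM at 0 h, 14.6 ± 0.54 CPM at 4 h and 16.7 ± 2.99 CPM at 8 h. In 35S:RPS4 the values were 907 ± 119, 2181 ± 374 and 721 ± 58 CPM, and every one of its 9 libraries lay above every Col-0 library. The log2FC between the lines was 6.16 ± 0.19 at 0 h (adjusted p = 4.34e-12), 7.22 ± 0.20 at 4 h (adjusted p = 1.47e-13) and 5.43 ± 0.18 at 8 h (adjusted p = 5.03e-13).

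**Figure D1:**
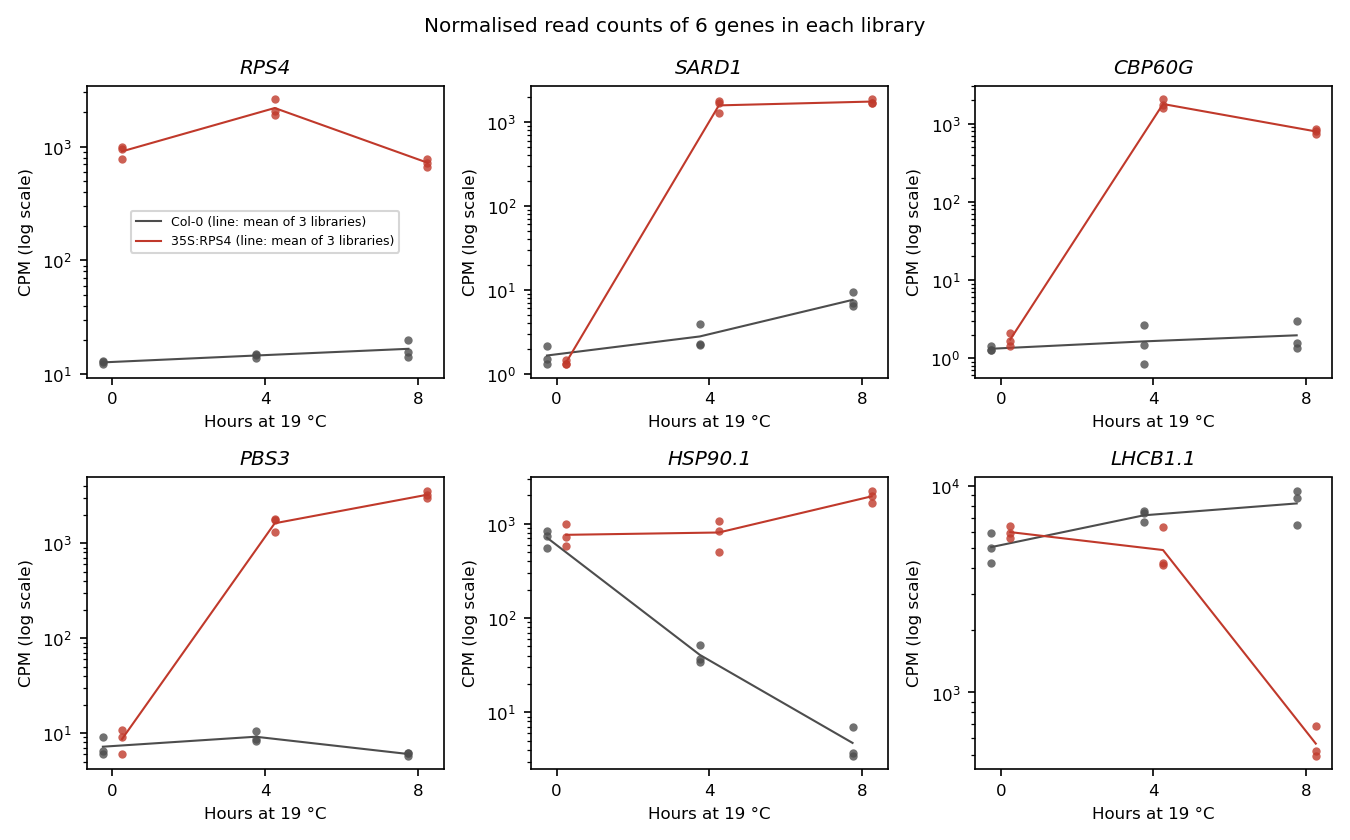
CPM on a log scale against hours at 19 °C for RPS4, SARD1, CBP60G, PBS3, HSP90.1 and LHCB1.1; points are the 18 libraries and lines join group means. RPS4 was above 665 CPM in each 35S:RPS4 library and below 20.1 CPM in each Col-0 library, and PBS3 reached 3253 ± 305 CPM in 35S:RPS4 at 8 h against 6.02 ± 0.225 CPM in Col-0.

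The first comparison asked what the transgene altered before the shift. Apart from RPS4, AT5G24240 was the 1 other gene that passed the test at 28 °C, and as a gene singled out after its values were seen it falls outside the naming rule. It rose from 0.184 ± 0.0711 CPM in Col-0 to 21.2 ± 1.49 CPM in 35S:RPS4 (log2FC 6.80 ± 0.52, adjusted p = 4.71e-06) and lies on chromosome 5 from 8230916 to 8234150 (minus strand, 4 exons). Genes at the centre of TNL signalling were not called, which does not show that they were equal in the lines. PAD4, the partner of EDS1, stood at 29.9 ± 2.07 CPM against 22.6 ± 0.892 CPM in Col-0 (log2FC 0.41 ± 0.13, adjusted p = 0.349). PBS3, an enzyme gene of salicylic acid (SA) synthesis, stood at 8.64 ± 2.47 CPM against 7.19 ± 1.66 CPM (adjusted p = 0.71). The master regulators of SA synthesis SARD1 and CBP60G had log2FC of -0.27 ± 0.26 and 0.40 ± 0.35. No gene was called lower by edgeR, with 1923 genes at an unadjusted p under 0.05; DESeq2 called 4 genes higher and 71 lower, and limma voom 1 and 0. The count of lower genes rested on the Col-0 libraries: without Col-0 0 h replicate 1 edgeR called 178 genes lower.

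That library stood apart from the other 2 of its group. The mean log2 CPM of the jasmonate genes was 4.28 in Col-0 replicate 1 at 0 h and 7.18 and 7.13 in replicates 2 and 3, against 3.77 to 5.16 in 35S:RPS4. The jasmonate list was lower in 35S:RPS4 at 0 h by camera (median log2FC -2.02, adjusted p = 3.87e-11 with the preset correlation; adjusted p = 0.393 with an estimated correlation). None of its 18 genes was lower over all genes tested, and 9 were lower adjusted over the list alone. With replicate 1 as the only Col-0 library at 0 h, a setting chosen after the data were seen, the median was 0.73 (adjusted p = 0.0946), and it was -1.32 without Col-0 0 h replicate 2 and -1.33 without replicate 3. With replicate 1 alone the call of the cold response list ended as well (median -0.20, adjusted p = 0.256). The cold response list was lower in the same way (median -1.74, adjusted p = 3.87e-11; adjusted p = 0.3 with an estimated correlation), with 0 of 13 genes lower over all genes tested and 10 lower adjusted over the list alone, and its median was -1.007 without Col-0 0 h replicate 2. Replicate 2 of Col-0 was its highest library at a mean log2 CPM of 5.40, against at most 4.03 in the other 2. TAT3, a tyrosine aminotransferase induced by jasmonate, showed the spread in 1 gene, with 170 ± 156 CPM in Col-0 and 26.2 ± 17 CPM in 35S:RPS4. ERF2, COR15A and RD29A likewise had wide spreads in Col-0 (32.8 ± 33.7, 383 ± 266 and 522 ± 347 CPM). TAT3, ERF2, COR15A and RD29A passed edgeR's test only without Col-0 0 h replicate 1 (adjusted p = 0.00637, 0.000188, 0.000187 and 0.00325). DESeq2 called ERF2, COR15A and RD29A with all libraries.

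Another 5 of the 26 lists passed camera at 0 h, and none of the 7 did with an estimated correlation (all adjusted p at least 0.3) or by fry (all at least 0.301). The NLR receptor list was called higher (adjusted p = 0.00184) although its median was -0.03, its mean being 0.22 with RPS4 as its 1 called member. The call ended without Col-0 0 h replicate 3 (adjusted p = 0.0662). Genes of pattern-triggered immunity (PTI) were lower (median -0.33, adjusted p = 0.0033), but not without Col-0 0 h replicate 2 (median -0.14, adjusted p = 0.449) or 35S:RPS4 0 h replicate 2 (adjusted p = 0.0656). Ethylene genes were lower (median -1.05, or -0.88 with genes at 0 counts set to their bound; adjusted p = 0.00395; 2 lower adjusted over the list alone), but not without Col-0 0 h replicate 2 (adjusted p = 0.0604), and the median was -0.59 without replicate 3. The photosynthesis list had a median of 0.12 (adjusted p = 0.0474) that was 0.25 without Col-0 0 h replicate 1 and -0.02 without replicate 2 (adjusted p = 0.677). That call also ended without 35S:RPS4 0 h replicate 2 or 3 (adjusted p = 0.133 and 0.138; median 0.07 without replicate 3) or with scaling by library total (adjusted p = 0.0737). The 3 root and flower markers had a median of 1.62 (adjusted p = 0.0066), with PYK10 at 50.1 ± 21.8 against 16.2 ± 8.98 CPM. Another 6 lists did not pass with all libraries and TMM scaling but did without 1 library of 0 h, the heat shock list as higher and the others as lower. Without Col-0 replicate 1 these were the WRKY, calcium and aliphatic glucosinolate lists (adjusted p = 0.0134, 0.007 and 0.0291), without Col-0 replicate 2 that of endoplasmic reticulum (ER) folding (0.00649) and without Col-0 replicate 3 that of WRKY genes (0.00336). Without 35S:RPS4 replicate 1 they were the aliphatic and heat shock lists (adjusted p = 0.0235 and 0.0222), and without its replicate 3 the calcium, aliphatic, ER folding and vascular lists (0.0395, 0.00844, 0.000832 and 0.0379). The ER folding list was also lower with scaling by library total (median -0.29, adjusted p = 0.0217). With replicate 1 as the only Col-0 library the calls of all 7 lists ended, while the camalexin list was called higher and the ER folding, vascular and dividing cell lists lower (adjusted p = 0.0148, 0.00233, 0.00205 and 0.0148).

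**Figure D2:**
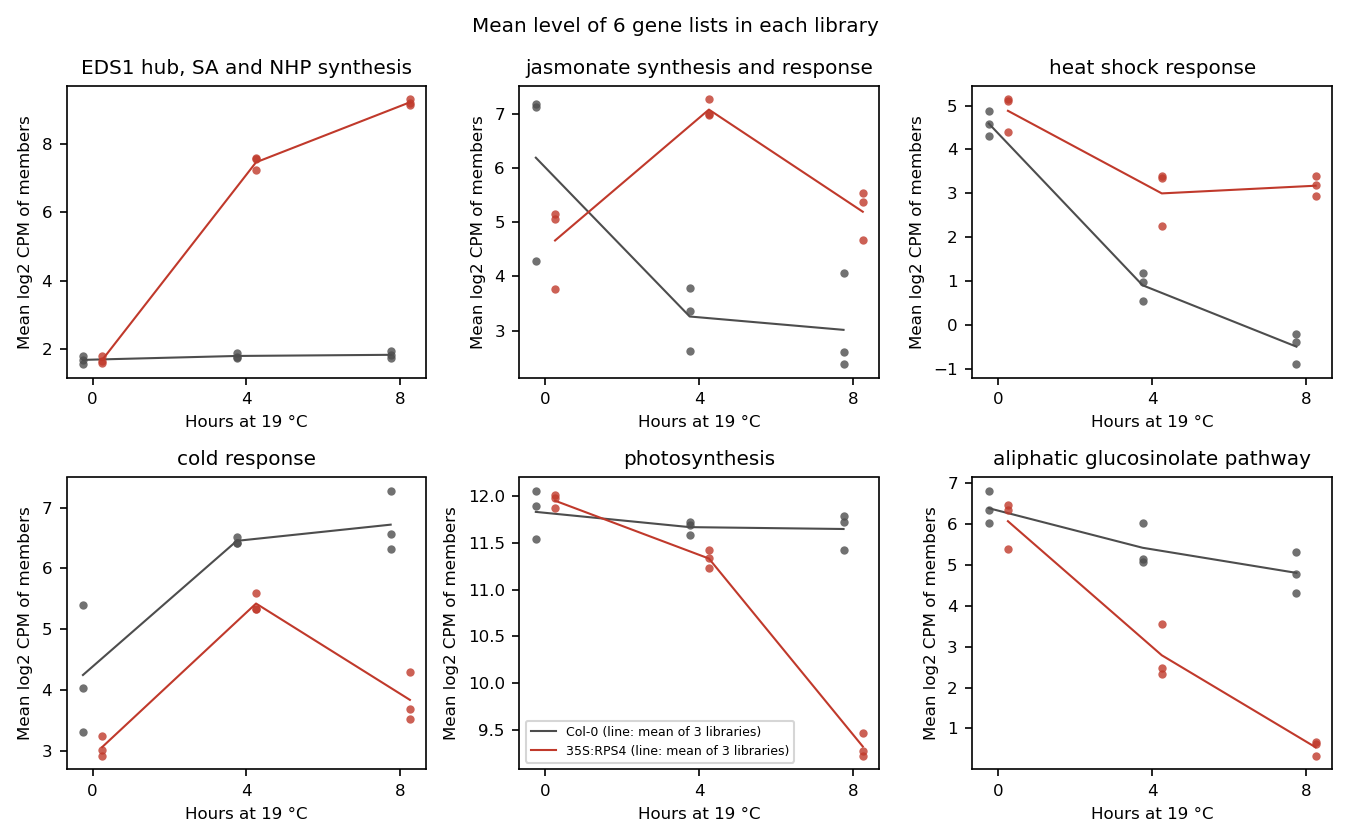
Mean log2 CPM of the members of 6 gene lists against hours at 19 °C; points are the 18 libraries and lines join group means (SA, salicylic acid; NHP, N-hydroxypipecolic acid). The jasmonate panel shows Col-0 replicate 1 at 0 h at 4.28 and the other Col-0 libraries of 0 h at 7.18 and 7.13.

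The comparison of the lines at 4 h asked which genes differed between them early after the shift. Genes of the EDS1 hub and of SA and N-hydroxypipecolic acid synthesis rose together, 12 of 14 being higher and none lower (median log2FC 6.42, adjusted p = 3.28e-28). CBP60G rose from 1.63 ± 0.911 to 1789 ± 245 CPM (log2FC 10.09 ± 0.41, adjusted p = 5.34e-12) and SARD1 from 2.78 ± 0.977 to 1573 ± 265 CPM (9.14 ± 0.30, adjusted p = 7.53e-13). ICS1, the isochorismate synthase of SA synthesis, rose from 9.16 ± 0.77 to 1775 ± 388 CPM (7.60 ± 0.23) and PBS3 from 9.16 ± 1.2 to 1626 ± 282 CPM (7.47 ± 0.26). PR1, a late marker of SA responses looked up after its values were seen, stood at 0.432 ± 0.546 CPM in 35S:RPS4 and 0.156 ± 0.116 CPM in Col-0 and did not pass (adjusted p = 0.134). The wider SA response list had 12 of 16 genes higher (14 adjusted over the list alone; median 3.75, or 3.39 with genes at 0 counts set to their bound). Among these were NPR3, a receptor of SA (6.01 ± 0.23), NIMIN1, which binds the SA co-activator NPR1 (6.04 ± 0.39), and the glutaredoxin gene GRXC9 (7.89 ± 0.75).

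Receptor and signalling genes also rose at 4 h. Of 23 NLR genes 18 were higher and 1 lower (median 2.69, adjusted p = 1.56e-22), the lower one being SUMM2, a guard of the MEKK1 cascade (-1.54 ± 0.17). NRG1.2 and ADR1-L2, helper NLRs of TNL receptors, rose to 245 ± 34.6 and 621 ± 62 CPM (log2FC 5.62 ± 0.20 and 5.41 ± 0.21), and VICTR, another TNL gene, to 161 ± 26 CPM (5.28 ± 0.23). Of 24 PTI receptors and markers 22 were higher (23 adjusted over the list alone; median 5.02, adjusted p = 1.23e-19). They included the MAP kinase gene MPK11, from 1.42 ± 0.482 to 930 ± 213 CPM (9.36 ± 0.38), and CYP81F2 of indole glucosinolate modification (8.62 ± 0.65). PROPEP2, a precursor of a danger peptide, was at 0 counts in Col-0 and at least 159-fold higher in 35S:RPS4. Of 24 defence-related WRKY genes 22 were higher (24 adjusted over the list alone; median 5.20), such as WRKY46 (from 4.25 ± 0.803 to 2297 ± 331 CPM; 9.08 ± 0.31), WRKY51 (8.48 ± 0.48) and WRKY40 (7.92 ± 0.83). Of 21 calcium genes 20 were higher (median 4.97, or 3.59 with genes at 0 counts set to their bound), among them the channel gene CNGC19 (10.34 ± 0.39) and the calmodulin-like genes CML41 and CML47 (9.83 ± 0.99 and 8.38 ± 0.43). CAMTA3, the calmodulin-binding factor to which the study was devoted, rose from 38.6 ± 3.24 to 530 ± 45.1 CPM (3.78 ± 0.19, adjusted p = 4.34e-11), and CAMTA4 rose by 2.24 ± 0.18. The CAMTA list had 3 of 6 genes higher (adjusted p = 0.0165; adjusted p = 0.28 with an estimated correlation).

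The study followed 8 genes by RT-qPCR, and all 8 were higher at 4 h, over all genes tested and adjusted over the list alone (median 10.02). Apart from CBP60G, the study drew them from genes induced both by a fragment of the barley receptor MLA and by the protein synthesis inhibitor cycloheximide. It added CBP60G for its role in immunity, and reported the RT-qPCR values for other stimuli than RPS4 activation. How these few were picked from the larger set is not stated, so the list is not taken as independent evidence. DLAH, which encodes a mitochondrial phospholipase, rose from 0.0437 ± 0.0503 to 134 ± 32.4 CPM (11.42 ± 0.52) and the calmodulin-like gene CML37 from 0.230 ± 0.287 to 463 CPM (10.93 ± 0.64). AT4G39670 rose from 0.310 ± 0.0995 to 541 ± 146 CPM (10.75 ± 0.83). TAT3 rose by 7.48 ± 0.98. For BON3 the ratio of counts was 1035 (95% counting interval 286 to 8558) and for AT5G41730 it was 1123 (384 to 5449), each over at most 3 counts in Col-0. Among all genes, the largest rises at 4 h by the naming rule included ZAT11, a zinc finger gene (ratio 10150, interval 1821 to 400800), the cation exchanger gene CHX17 (at least 434-fold) and the receptor kinase gene CRK38 (at least 294-fold). Others among them were PP2-B14 (11.32 ± 0.53), CYP706A2 (10.96 ± 0.46) and the metacaspase gene MC8 (from 0.309 ± 0.0875 to 597 ± 182 CPM; 10.89 ± 0.43). The largest falls were in MYB29, a regulator of aliphatic glucosinolates (from 30.8 ± 13.4 to 0.225 ± 0.162 CPM; -7.13 ± 0.51) and the thermospermine synthase gene ACL5 (-6.59 ± 0.51), followed by GDU4 (-6.48 ± 0.87), the zinc transporter gene HMA2 (-6.28 ± 0.59) and MIR167d, which encodes a microRNA of auxin response factors (-5.70 ± 0.53).

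Other defence and stress pathways moved as well at 4 h. Of 15 genes of camalexin and indole glucosinolate synthesis 14 rose (median 4.58, adjusted p = 2.98e-09), such as PAD3, the last enzyme of camalexin synthesis (from 0.1096 ± 0.0672 to 77.4 ± 33.8 CPM; 9.39 ± 0.52), and FOX1 (10.69 ± 0.80). Of 16 genes of cell death and oxidative stress 13 rose (median 2.61, adjusted p = 1.4e-07). BAP1 and BAP2, which restrain cell death, reached 378 ± 69.9 and 204 ± 53.4 CPM (9.22 ± 0.55 and 9.24 ± 0.49). Jasmonate genes were higher in 12 of 18 cases (13 adjusted over the list alone; median 3.55, adjusted p = 0.00511; adjusted p = 0.581 with an estimated correlation), such as LOX4 (6.68 ± 0.74) and JAZ1 (6.10 ± 0.86). Ethylene genes were higher in 9 of 13 (10 adjusted over the list alone; median 3.76, adjusted p = 0.00511; adjusted p = 0.245 with an estimated correlation), such as ERF6 (6.83 ± 0.54) and ACS2 of ethylene synthesis (8.23 ± 0.88). Heat shock genes were higher in 6 of 13 (7 adjusted over the list alone; median 1.84, adjusted p = 0.0299; adjusted p = 0.504 with an estimated correlation). HSFA2, a heat stress transcription factor, stood at 64.3 ± 25.1 against 0.556 ± 0.225 CPM (6.84 ± 0.59) and HSP90.1 at 809 ± 286 against 40.7 ± 9.24 CPM (4.31 ± 0.34). The mean log2 CPM of the heat shock list had fallen in both lines since 0 h, and further in Col-0. At 4 h it was 2.253 to 3.395 in 35S:RPS4 (4.395 to 5.144 at 0 h) and 0.5403 to 1.192 in Col-0 (4.308 to 4.887 at 0 h). The heat shock call ended without 35S:RPS4 4 h replicate 1 (adjusted p = 0.0537) or replicate 3 (adjusted p = 0.0651).

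Fewer lists fell at 4 h. Of 15 aliphatic glucosinolate genes 10 were lower and none higher (median -2.26, adjusted p = 0.000148; adjusted p = 0.414 with an estimated correlation), led by MYB29. Its relative MYB28 stood at 3.33 ± 1.67 against 65.1 ± 13.6 CPM (-4.28 ± 0.37). Of 10 epidermis and trichome genes 5 were lower (median -1.01, adjusted p = 0.00802; adjusted p = 0.28 with an estimated correlation), such as the homeodomain genes ATML1 and PDF2 (-1.70 ± 0.19 and -1.67 ± 0.20). In the photosynthesis list 1 of 26 genes was lower, the antenna gene LHCB2.2 (-1.22 ± 0.20). The list as a whole passed narrowly (median -0.31, or -0.74 with scaling by library total; adjusted p = 0.0498; adjusted p = 0.699 with an estimated correlation). That call ended without 35S:RPS4 4 h replicate 2 or 3 (adjusted p = 0.0607 and 0.0777) or Col-0 4 h replicate 2 or 3 (adjusted p = 0.0629 and 0.0774). The other 10 lists did not pass camera at 4 h. Among stress and hormone lists these were ER folding (4 of 16 higher, 1 lower), cold (4 of 13 lower), clock (1 of 16 higher, 2 lower), auxin (3 of 15 higher, 8 lower) and abscisic acid (2 of 12 higher, 1 lower; 2 and 0 adjusted over the list alone). Among tissue lists they were guard cells (0 of 7 called), vasculature (0 of 13), dividing cells (1 of 5 lower) and root and flower (0 of 3). Of 11 reference genes 1, UBQ10, was higher. The auxin list was lower without Col-0 4 h replicate 1 (adjusted p = 0.033). For the vascular list the test was negative while median and mean were 0.17 and 0.15.

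In all, 3315 genes were higher and 2490 lower in 35S:RPS4 at 4 h (29.0% of the 20023 tested, 57.1% of the called genes being higher). The split depended on scaling: with the library total alone the median log2FC of all genes moved from -0.01 to -0.43, and 2659 genes were called higher and 4237 lower (38.6% higher). Of the 26 lists, camera called 13 higher and 3 lower with the preset correlation, and 9 with an estimated one. The 9 were the EDS1 hub, SA response, NLR, PTI, WRKY, calcium, RT-qPCR, camalexin and cell death lists. Some of them share genes and the NLR list holds RPS4 itself, so they are not 9 independent results.

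**Figure D3:**
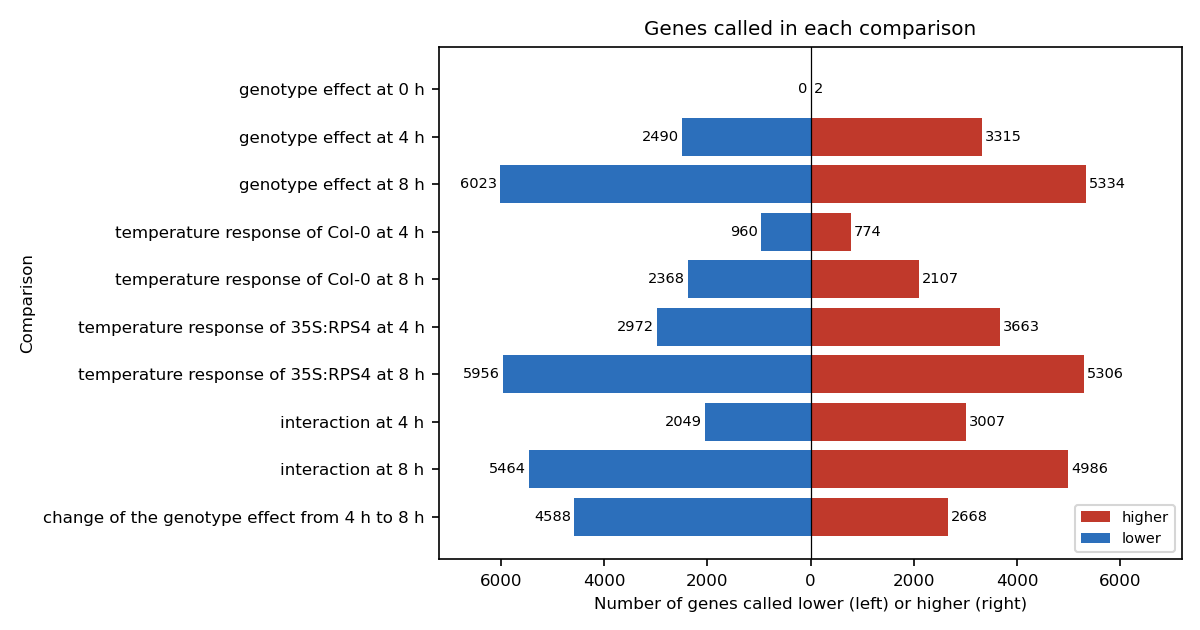
Number of genes called lower (bars to the left) and higher (bars to the right) in each of the 10 comparisons. Between the lines, 2 genes were called at 0 h, 5805 at 4 h and 11357 at 8 h.

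The comparison at 8 h asked how the response went on. Of the EDS1 hub and SA genes 13 of 14 were higher (median 7.81, adjusted p = 7.41e-16). FMO1 and ALD1, which make N-hydroxypipecolic acid, stood at 773 ± 244 and 859 ± 78.5 CPM against 0.130 ± 0.086 and 0.2504 ± 0.134 CPM (12.48 ± 0.46 and 11.72 ± 0.62). UGT76B1, whose product glycosylates N-hydroxypipecolic acid, stood at 2433 ± 208 CPM (12.03 ± 0.86) and PBS3 at 3253 ± 305 CPM (9.08 ± 0.28, adjusted p = 3.08e-13). PR1 now stood at 847 ± 116 against 0.120 ± 0.0506 CPM (12.74 ± 0.66, adjusted p = 2.8e-11). Of 16 SA response genes 15 were higher and 1, NIMIN3, lower (-1.25 ± 0.22; median of the list 5.84, adjusted p = 9.7e-06), with WRKY62 at 0 counts in Col-0 and at least 1255-fold higher. Of 21 calcium genes 19 were higher (median 3.71, adjusted p = 7.14e-09), such as CML43 (at least 695-fold), CNGC19 (9.77 ± 0.39) and CML47 (9.48 ± 0.44). All 8 RT-qPCR genes were again higher, over all genes and adjusted over the list alone, with TAT3 at 9265 ± 1300 against 6.30 ± 4.98 CPM (10.52 ± 1.11) and SARD1 at 1747 ± 98.7 against 7.59 ± 1.62 CPM (7.85 ± 0.28). These 4 lists also passed with an estimated correlation (adjusted p = 0.00105, 0.03, 0.03 and 0.0157).

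Camera called 5 other immune lists higher at 8 h, and these calls were lost with an estimated correlation. WRKY genes were higher in 20 of 24 cases (21 adjusted over the list alone; median 5.59; adjusted p = 0.071 with an estimated correlation). WRKY75 was at 0 counts in Col-0 and at least 504-fold higher in 35S:RPS4, and WRKY51 stood at 623 ± 11.5 CPM (11.86 ± 0.53). NLR genes were higher in 18 of 23 and lower in 1, SUMM2 (-1.75 ± 0.18; median of the list 1.77; adjusted p = 0.16 for the list with an estimated correlation), with NRG1.2 at 5.07 ± 0.19. PTI genes were higher in 19 of 24 and lower in 1, PROPEP1 (-3.17 ± 0.89; median of the list 3.23; adjusted p = 0.19 for the list with an estimated correlation). The receptor kinase gene FRK1 stood at 211 ± 35 against 0.727 ± 1.04 CPM (8.17 ± 0.67). Genes of cell death were higher in 12 of 16 (median 3.21; adjusted p = 0.071 with an estimated correlation), with BAP2 at 11.22 ± 0.53 and the senescence gene SAG13 at 8.30 ± 0.63. Camalexin genes were higher in 9 of 15 (median 1.65; adjusted p = 0.345 with an estimated correlation), with PAD3 at 459 ± 64.4 against 0.304 ± 0.0212 CPM (10.54 ± 0.50). SUMM2, NIMIN3 and PROPEP1 were named after their values were seen.

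Protein folding genes were higher than in Col-0 at 8 h. Of 16 ER folding genes 14 were higher (median 2.77, adjusted p = 1.94e-07; adjusted p = 0.0763 with an estimated correlation). The chaperone genes BIP3 and BIP2 stood at 158 ± 60.5 and 1450 ± 156 CPM (8.65 ± 0.71 and 3.99 ± 0.26). The disulphide isomerase gene PDIL1-2 stood at 803 ± 113 CPM (4.18 ± 0.23) and BZIP60, a transcription factor of the unfolded protein response, at 309 ± 23.9 against 24.7 ± 5.63 CPM (3.64 ± 0.21). Of 13 heat shock genes 9 were higher and 2 lower (median 3.78, adjusted p = 0.00893; adjusted p = 0.345 with an estimated correlation). In mean log2 CPM this list fell in both lines after the shift, and further in Col-0. In 35S:RPS4 it stood at 4.395 to 5.144 at 0 h and at 2.934 to 3.388 at 8 h. In Col-0 it went from 4.308 to 4.887 at 0 h down to -0.9022 to -0.202 at 8 h. HSP90.1 stood at 1956 ± 298 against 4.73 ± 1.99 CPM (8.69 ± 0.42) and HSP17.4 at 6.21 ± 0.69. Unlike the list mean, HSP90.1 had risen in 35S:RPS4, from 764 ± 210 CPM at 0 h. The 2 lower were HSP18.2 (-2.19 ± 0.51) and HSFA7A (-3.81 ± 1.01), named after their values were seen.

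Photosynthesis genes fell as a whole at 8 h. All 26 were lower (median -2.05, adjusted p = 1.97e-10; adjusted p = 0.204 with an estimated correlation). LHCB1.1 stood at 566 ± 104 against 8211 ± 1540 CPM (-3.86 ± 0.22), LHCB2.2 at 71.7 ± 5.71 against 1351 ± 315 CPM (-4.24 ± 0.22) and LHCB4.2 at 93.0 ± 14.2 against 1323 ± 214 CPM (-3.83 ± 0.21). These genes have near-identical copies, and reads that fit 2 copies equally well were left out by the authors' counting, so values of single LHCB1 and LHCB2 genes are less certain than the list. Of 15 aliphatic glucosinolate genes 12 were lower (median -5.32, adjusted p = 0.000717; adjusted p = 0.478 with an estimated correlation), with MYB28 at 0.169 ± 0.123 against 44.8 ± 12.8 CPM (-7.90 ± 0.50). Of 13 cold genes 10 were lower (median -2.86, adjusted p = 0.0245; adjusted p = 0.584 with an estimated correlation; adjusted p = 0.0631 with scaling by library total), such as COR413-PM1 (-4.23 ± 0.35) and GOLS3 (-6.62 ± 0.82). Of 10 epidermis genes 8 were lower (median -2.19, adjusted p = 0.00134; adjusted p = 0.19 with an estimated correlation), among them CER1 and CER3 of wax synthesis (-4.51 ± 0.39 and -3.01 ± 0.22) and FDH (-4.14 ± 0.24).

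By the naming rule the largest rises at 8 h were in WRKY59 (0 counts in Col-0, at least 2816-fold), the receptor-like protein gene RLP11 (at least 2339-fold), WRKY62, the cytochrome P450 gene CYP76C5 (ratio 11490, interval 2061 to 453800), ABO3 (12.88 ± 0.89), PR1 and KOR2 (ratio 8140, interval 1461 to 321600). With them came UGT73B4 (at least 932-fold; part of its exons is shared with a neighbour on the same strand), the peroxidase gene Prx37 (at least 866-fold) and PP2-A7 (at least 793-fold). The largest falls were in MIR167d (at least 935-fold lower), the germin-like gene GER3 (from 739 ± 119 to 0.217 ± 0.05 CPM; -11.75 ± 1.19) and the expansin gene EXPA11 (ratio 3049, interval 547 to 120500), with PDLP3 (ratio 2117, interval 586 to 17480) and bHLH071 (at least 215-fold lower). The CAMTA list did not pass camera at 8 h (3 of 6 higher, CAMTA3 by 1.98 ± 0.17). Nor did those of jasmonate (7 of 18 higher, 1 lower), ethylene (6 of 13 higher, 3 lower), clock (4 of 16 higher, 1 lower; 3 and 1 adjusted over the list alone), auxin (3 of 15 higher, 7 lower) and abscisic acid (5 of 12 higher, 1 lower). Of the tissue lists, guard cells (2 of 7 higher, 2 lower), vasculature (4 of 13 lower; 3 adjusted over the list alone), dividing cells (3 of 5 lower) and root and flower (1 of 3 lower) did not pass either. Col-0 8 h replicate 3 stood apart in the abscisic acid list at a mean log2 CPM of 5.41 against 2.30 and 2.53, and without it that list was higher in 35S:RPS4 (10 of 12 genes, adjusted p = 0.004). The 11 reference genes, 1 higher and 2 lower, had a median of -0.04 and a mean of 0.02, with UBQ10 higher (2.16 ± 0.24) and GAPC2 lower (-1.75 ± 0.18).

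At 8 h 5334 genes were higher and 6023 lower (56.7% of those tested; 47.0% of the called genes being higher), and the median log2FC of all genes was -0.10, against -0.34 with the library total alone. Camera called 11 lists higher and 4 lower, of which 4 passed with an estimated correlation. Some of these 4 share genes, such as SARD1 and CBP60G, so they are not independent results. The genotype effects at 4 h and 8 h, which share no library, correlated across the 20023 genes (Pearson's r = 0.738, Spearman's rho = 0.698), genes not being independent replicates. Of the genes higher at 4 h 2566 (77.4%) were also higher at 8 h, where independent lists would share 883, and of those lower 2047 (82.2%) were also lower, where independent lists would share 749. Another 97 genes went from higher to lower and 51 from lower to higher.

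**Figure D4:**
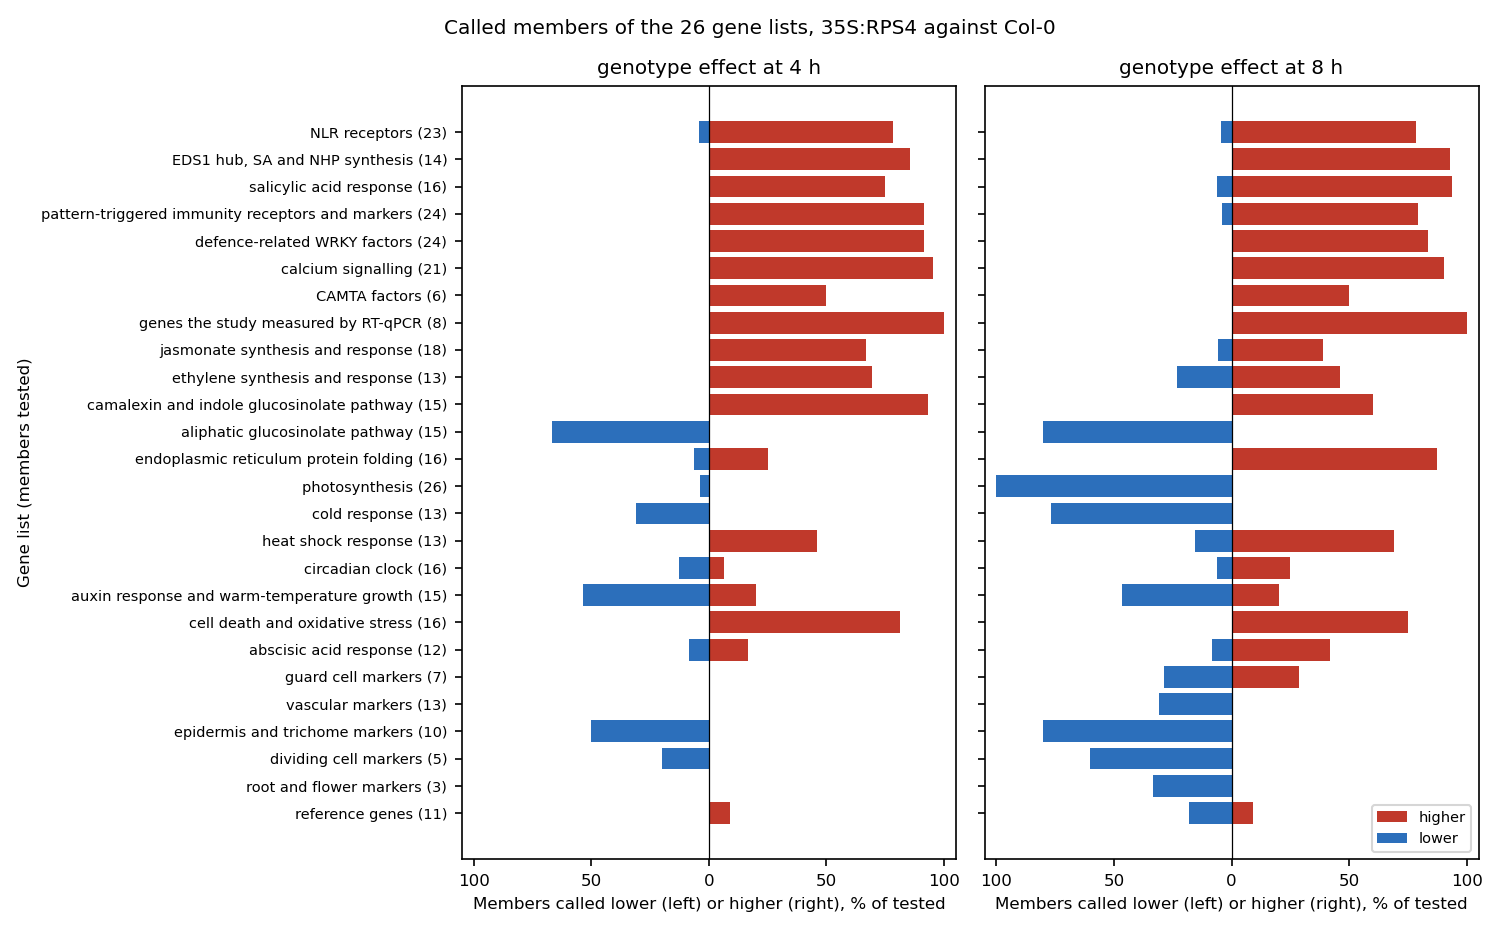
Percent of the tested members of each of the 26 gene lists that were called higher (right) or lower (left) in 35S:RPS4 against Col-0 at 4 h and 8 h (SA, salicylic acid; NHP, N-hydroxypipecolic acid). Of 26 photosynthesis genes 1 was lower at 4 h and 26 at 8 h, and of 16 ER folding genes 4 and 14 were higher.

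The difference between the genotype effects of 4 h and 8 h was tested directly. RPS4 showed a smaller effect at 8 h (difference in log2FC -1.79 ± 0.22, adjusted p = 3.07e-06), as did SARD1 (-1.30 ± 0.31, adjusted p = 0.00182). The level of SARD1 in 35S:RPS4 was 1573 ± 265 CPM at 4 h and 1747 ± 98.7 CPM at 8 h while Col-0 rose from 2.78 ± 0.977 to 7.59 ± 1.62 CPM. CBP60G passed narrowly (-1.42 ± 0.43, adjusted p = 0.00988) and not with either of 2 other scalings (0.0127 and 0.0221), with no filter but on genes at 0 counts (0.0123) or from the libraries of these 4 groups alone (0.0191). Its call also ended without any 1 of 9 of the 12 libraries of 4 h and 8 h (adjusted p from 0.0113 to 0.052), the others being Col-0 4 h replicate 3 and Col-0 8 h replicates 1 and 2. TAT3 (3.05 ± 1.09, adjusted p = 0.0249) and AT4G39670 (-2.63 ± 1.05, adjusted p = 0.0425) did not pass. DESeq2 called TAT3, which also passed from the libraries of these 4 groups alone (adjusted p = 0.00199) and without Col-0 8 h replicate 3 (3.91, adjusted p = 0.00906), and AT4G39670 stood at -1.12 without that library. The effect was larger in the positive direction at 8 h for 2668 genes and in the negative direction for 4588, with a median of -0.26 over all genes.

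Col-0 plants served to show what the shift in temperature, with the hours that passed, did without the transgene. Heat shock genes fell, 10 of 13 being lower at 4 h (11 adjusted over the list alone; median -3.90, adjusted p = 4.53e-15; adjusted p = 0.0459 with an estimated correlation). At 8 h 11 were lower (median -7.01, adjusted p = 4.59e-09; adjusted p = 0.175 with an estimated correlation). HSFA2 fell from 31.3 ± 8.99 to 0.556 ± 0.225 CPM at 4 h (-5.80 ± 0.58), HSP17.6A from 46.8 ± 14 to 0.548 ± 0.205 CPM (-6.41 ± 0.60). At 8 h HSP17.6A was lower than at 0 h by a ratio of 1440 (interval 492 to 6986). Cold genes rose in 7 of 13 cases at 4 h (median 1.88, adjusted p = 3.26e-07; adjusted p = 0.627 with an estimated correlation). At 8 h 8 had risen (9 adjusted over the list alone; median 1.75, adjusted p = 0.00111; adjusted p = 0.884 with an estimated correlation). The Col-0 libraries of 0 h differed in this list as well: with replicate 1 alone the medians were 3.504 at 4 h and 3.27 at 8 h, and without replicate 2 that of 8 h was 2.78. DREB1A, which encodes the cold regulator CBF3, rose from 0.519 ± 0.0998 to 14.9 ± 1.59 CPM (4.82 ± 0.38), and COR15B, a chloroplast protein of cold tolerance, from 42.8 ± 25.8 to 611 ± 93.5 CPM (3.83 ± 0.35). The flavonoid gene UGT78D3 (6.06 ± 0.55), MEE14 (4.26 ± 0.37) and PORB of chlorophyll synthesis (4.02 ± 0.20) also rose at 4 h.

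Clock genes of Col-0 moved in both directions with the hours, 8 of 16 rising and 3 falling at 4 h (median 1.06, adjusted p = 0.00727; adjusted p = 0.675 with an estimated correlation). At 8 h 8 had risen and 7 fallen (adjusted p = 0.706; median 1.297, mean 0.31). At 8 h PRR5 was at 158 ± 48.5 against 2.46 ± 0.414 CPM and FKF1, a blue-light receptor of the photoperiod pathway, at 184 ± 8.41 against 1.11 ± 0.257 CPM (7.37 ± 0.26). The morning gene LHY was at 4.71 ± 2.05 against 288 ± 49.9 CPM (-5.94 ± 0.29) and RVE8 at 1.64 ± 0.463 against 126 ± 13.1 CPM (-6.26 ± 0.20). Other large rises at 8 h were in MEE14 (8.50 ± 0.42), COR27 (8.37 ± 0.40), BT2 (7.85 ± 0.49) and COL9 (6.34 ± 0.27). Jasmonate genes were lower than at 0 h in 13 of 18 cases at 4 h (16 adjusted over the list alone; median -3.48, adjusted p = 3.26e-07; adjusted p = 0.675 with an estimated correlation). At 8 h 14 were lower and 1 higher (median -3.76, adjusted p = 0.0022; adjusted p = 0.884 with an estimated correlation). The 0 h libraries of Col-0 differed in this list, from 4.28 to 7.18 in mean log2 CPM, and with replicate 1 alone the call at 8 h ended (median -1.22) and the median at 4 h was -0.85 (adjusted p = 0.0329, no gene called). JAZ5, a repressor of jasmonate signalling, fell by 4.33 ± 0.65 on the log2 scale at 4 h and by 5.81 ± 0.71 at 8 h, the call at 4 h ending with replicate 1 alone. Large falls in CYP94B1, TRFL4 and JAZ7 at 4 h and in BSMT1 at 8 h were called by edgeR and not by limma voom.

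In the same comparison aliphatic glucosinolate genes were lower in 3 of 15 cases at 4 h (4 adjusted over the list alone; median -1.001, adjusted p = 0.00727; adjusted p = 0.97 with an estimated correlation). At 8 h 11 were lower (12 adjusted over the list alone; median -1.52, adjusted p = 0.0132; adjusted p = 0.884 with an estimated correlation). Abscisic acid genes were lower at 4 h (2 of 12, 7 adjusted over the list alone; median -1.05, adjusted p = 0.00727; adjusted p = 0.97 with an estimated correlation). At 8 h 3 of them were lower, and without Col-0 8 h replicate 3 these were 10 (adjusted p = 1.09e-07). Epidermis genes were lower at 4 h (2 of 10, CER6 at -2.56 ± 0.20 and CER1 at -1.92 ± 0.32; adjusted p = 0.0158; adjusted p = 0.675 with an estimated correlation). With replicate 1 alone at 0 h, the calls of the aliphatic (adjusted p = 0.108 at 4 h and 0.0961 at 8 h) and clock lists (adjusted p = 0.108 at 4 h) ended. The photosynthesis list was lower at 4 h without Col-0 0 h replicate 2 (median -0.295, adjusted p = 0.00409) and with replicate 1 alone (median -0.38, adjusted p = 0.000295). In the latter setting the vascular list was also lower and the ethylene list higher at 4 h (adjusted p = 0.0183 and 0.028). No immune list passed camera in Col-0 at 4 h or 8 h, but single genes changed. WRKY54 rose from 1.495 ± 1.31 to 16.9 ± 11.8 CPM at 4 h (3.49 ± 0.58; not called with replicate 1 alone or from the libraries of these 2 groups alone) and to 44.9 ± 2.6 CPM at 8 h (4.90 ± 0.60), and NIMIN2 from 0.855 ± 0.332 to 5.35 ± 2.6 CPM at 4 h (2.64 ± 0.39). At 8 h NIMIN1 (4.09 ± 0.53), SARD1 (2.198 ± 0.24) and FLS2, the flagellin receptor gene (2.33 ± 0.38), had risen. Of the EDS1 hub 1 of 14 was higher and 1 lower at 4 h, PAD4 at 53.4 ± 6.84 against 22.6 ± 0.892 CPM (1.24 ± 0.13) and EPS1 at -2.10 ± 0.33 (not with replicate 1 alone). Among NLR genes RPP4 rose from 33.3 ± 4.51 to 129 ± 14.3 CPM (1.95 ± 0.17). In total 774 genes were higher and 960 lower at 4 h (8.66% of those tested), and 2107 and 2368 at 8 h (22.4%). The balance at 4 h was not stable, as 579 were lower in a fit to these 2 groups alone, and 427 were higher and 333 lower with replicate 1 alone.

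In 35S:RPS4 the shift changed more genes, 3663 higher and 2972 lower at 4 h (33.1% of those tested) and 5306 and 5956 at 8 h (56.2%). With the library total alone the numbers at 4 h were 3043 and 3941, the median of all genes moving from 0.03 to -0.23. RPS4 itself rose by 1.27 ± 0.15 at 4 h (adjusted p = 1.88e-06; not called with scaling by library total) and stood at -0.33 ± 0.15 at 8 h (adjusted p = 0.053). SARD1 rose from 1.37 ± 0.0798 to 1573 ± 265 CPM at 4 h (10.16 ± 0.31), CBP60G from 1.73 ± 0.335 to 1789 ± 245 CPM (10.01 ± 0.41) and CML37 from 0.327 ± 0.129 to 463 CPM (10.41 ± 0.62). The temperature responses of the lines, which share no library, correlated across genes with r = 0.145 (rho = 0.219) at 4 h and r = 0.231 (rho = 0.195) at 8 h. At 4 h 384 genes rose in both lines, where independent lists would share 141.6, and 418 fell in both, where they would share 142.5. Another 46 rose in Col-0 and fell in 35S:RPS4, and 197 did the reverse. At 8 h 844 rose in both (558.3 if independent) and 1340 fell in both (704.4), while 427 rose in Col-0 and fell in 35S:RPS4 and 371 did the reverse.

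The interaction asked which genes answered the shift differently in the lines. The lines differed in their response for SARD1 (difference in log2FC 9.41 ± 0.37 at 4 h, adjusted p = 2.46e-11, and 8.11 ± 0.36 at 8 h), CBP60G (9.69 ± 0.50 and 8.27 ± 0.49) and PBS3 (7.21 ± 0.32 and 8.82 ± 0.33). The same held for NRG1.2 (5.84 ± 0.25 and 5.29 ± 0.25) and WRKY46 (9.18 ± 0.37 and 9.14 ± 0.37). No other transgenic line was compared, so effects of RPS4 and of this line cannot be told apart. HSP90.1, which fell in Col-0 after the shift and stood at 809 ± 286 CPM in 35S:RPS4 at 4 h, had differences of 4.21 ± 0.44 and 8.59 ± 0.48, and HSP70-4 one of 5.92 ± 0.52 at 8 h. Differences were negative at 8 h for the antenna genes LHCB1.1 (-4.10 ± 0.29) and LHCB2.2 (-4.23 ± 0.29), MYB28 (-7.75 ± 0.60), the epidermal gene FDH (-4.40 ± 0.31), IAA3 of auxin signalling (-5.56 ± 0.37) and DREB1A/CBF3 (-3.81 ± 0.53). By the naming rule the largest positive differences included MAPKKK19 and ACT12 at 4 h (13.37 ± 1.53 and 12.63 ± 1.56) and ABO3 and ACT12 at 8 h (15.75 ± 1.47 and 15.23 ± 1.60). All are ratios over groups with few counts, so their size is uncertain, and ACT12 overlaps a gene on the other strand. The largest negative ones were in GDU4, ACL5, MYB29, HMA2 and IQD19 at 4 h (-6.78 ± 1.05, -6.52 ± 0.63, -6.40 ± 0.62, -6.07 ± 0.72 and -5.97 ± 0.65). At 8 h they were in MIR167d, EXPA11, GER3, PDLP3 and KDR (-12.15 ± 1.12, -11.36 ± 0.87, -11.27 ± 1.34, -11.09 ± 0.63 and -10.84 ± 1.01).

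By list, the interaction at 4 h was positive for the EDS1 hub (11 of 14 genes called; 12 adjusted over the list alone), SA response (12 of 16; 13 alone), NLR (18 of 23, 1 lower), and PTI (18 of 24; 20 alone) lists. It was also positive for the WRKY (20 of 24), calcium (18 of 21), RT-qPCR (8 of 8), camalexin (12 of 15) and cell death (13 of 16) lists. All 9 also passed with an estimated correlation. The jasmonate (14 of 18), ethylene (6 of 13), CAMTA (3 of 6) and heat shock (5 of 13) lists were positive by the preset correlation alone (adjusted p = 0.395, 0.189, 0.264 and 0.45 with an estimated correlation, in that order). The aliphatic (8 of 15), photosynthesis (2 of 26) and epidermis (5 of 10) lists were negative by it alone (adjusted p = 0.45, 0.699 and 0.29 with an estimated correlation). The heat shock call ended without Col-0 0 h replicate 1, Col-0 4 h replicate 3, 35S:RPS4 0 h replicate 1 or 35S:RPS4 4 h replicates 1 or 3 (adjusted p from 0.0574 to 0.0945), its median of 1.55 was 2.49 without Col-0 4 h replicate 2, and the photosynthesis call ended without Col-0 0 h replicate 2 (adjusted p = 0.0753). At 8 h the EDS1 hub (13 of 14), SA response (14 of 16, 1 lower), calcium (17 of 21) and RT-qPCR (7 of 8) lists passed both ways. The NLR, PTI, WRKY, jasmonate, camalexin, ER folding, heat shock and cell death lists (17, 17, 20, 9, 7, 14, 9 and 13 genes called higher) lost their calls with an estimated correlation (adjusted p = 0.192, 0.192, 0.102, 0.693, 0.468, 0.0595, 0.292 and 0.0595). So did the aliphatic, photosynthesis and epidermis lists (11, 26 and 8 genes lower; adjusted p = 0.479, 0.192 and 0.192). The jasmonate call at 8 h ended without any 1 of 8 of the 12 libraries of 0 h and 8 h (adjusted p from 0.0502 to 0.116), the others being Col-0 0 h replicate 1, Col-0 8 h replicate 3 and replicate 1 of 35S:RPS4 at 0 h and 8 h. That of camalexin ended without Col-0 0 h replicate 3 (adjusted p = 0.051). With replicate 1 as the only Col-0 library at 0 h the calls of jasmonate (median 1.22, adjusted p = 0.145) and camalexin (median 1.175, adjusted p = 0.122) at 8 h and of photosynthesis at 4 h (adjusted p = 0.162) ended, and the cold list was negative at 8 h (median -3.08, adjusted p = 0.00655). The medians of jasmonate and ethylene at 4 h, 5.35 and 4.56, were then 2.43 and 2.29. The abscisic acid list was positive at 8 h without Col-0 8 h replicate 3 (adjusted p = 0.00588), and at 4 h the auxin list was negative without Col-0 4 h replicate 1 (adjusted p = 0.0429). The ER folding list was positive at 4 h without Col-0 0 h replicate 2, Col-0 4 h replicate 1, 35S:RPS4 0 h replicate 3 or 35S:RPS4 4 h replicate 3 (adjusted p = 0.0373, 0.0452, 0.024 and 0.0398) and with replicate 1 alone (0.0178).

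In all the interaction was called for 5056 genes at 4 h (3007 higher and 2049 lower) and 10450 at 8 h (4986 and 5464). With the library total alone those of 4 h were 2495 and 3312, the median of all genes moving from -0.01 to -0.35. The interaction of RPS4 was 1.07 ± 0.21 at 4 h (adjusted p = 0.00073) and -0.73 ± 0.21 at 8 h (adjusted p = 0.00634, below a fold of 2). The value at 4 h was also below a fold of 2 with scaling by library total (0.72), with no filter but on genes at 0 counts (0.99) and without 35S:RPS4 0 h replicate 3 (0.96) or 35S:RPS4 4 h replicate 3 (0.92).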

Values the study reported

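For plants at 2 h after the shift in temperature, a time that the libraries analysed here do not cover, the study reported 1076 genes upregulated and 247 downregulated upon RPS4 activation. Its thresholds were an absolute log2 fold change above 1 and an FDR below 0.01. With a fragment of the barley receptor MLA, the numbers at 2 h were 562 up and 11 down. Profiles of RPS4 and MLA reached a correlation of up to 0.81 with responses to microbial patterns.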

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

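The splits of the libraries in this part were planned, while the sorting of splits by whether they kept the lines whole and the comparison of reads assigned to no gene were chosen only after the results were seen.

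The difference between the lines in their answer to the shift stood out by its own test, the interaction, which called 5056 genes at 4 h and 10450 at 8 h. In 2 of 100 splits of the libraries at 4 h, the real one included, as many genes were called (highest of the others 5198), and at 8 h in 3 of 100 (highest of the others 10594). The other splits that reached the real count, 1 at 4 h and 2 at 8 h, kept the lines whole at the later time. The 11 drawn splits of that kind called 4026 to 5198 genes at 4 h and 9634 to 10594 at 8 h, and the 88 that mixed the lines at the later time called at most 0, by edgeR as for the real split. The count thus followed whether the lines were whole at the later time and hardly the grouping at 0 h, so chance cannot be excluded for the interaction itself by these splits.

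The change of the genotype effect from 4 h to 8 h was marked in the same way, by a test of the difference between the times, with 7256 genes called. Here 7 of 100 splits called as many (highest of the others 12591), so chance cannot be excluded by this count. The split with 12591 genes exchanged the lines whole at 1 of the times, so it added the genotype effects of 4 h and 8 h. Splits that keep the lines whole at a time keep a real difference between them, so this count cannot decide about chance. All 6 others kept the lines whole at 8 h, where splits of that kind called 6103 to 12591 genes and those that mixed the lines at most 576, which points to the structure of the samples, the lines lying far apart at 8 h.

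By list, camera called 16 of 26 lists in the interaction at 4 h and 15 at 8 h. As many were called in 25 of 100 splits at 4 h and in 58 of 100 at 8 h (highest of the others 19 at both times). Splits that mixed the lines still set unequal numbers of their libraries against each other. Part of the difference between the lines thus stayed in them, and camera could call lists on it. These shares therefore cannot decide about chance, which is not excluded for these numbers of lists. RPS4 stood out by the same test of the difference between the lines, its interaction at 4 h being 1.066 ± 0.21 on the log2 scale (adjusted p = 0.00073). It was below a fold of 2 with scaling by library total (0.72), with no filter but on genes at 0 counts (0.99) and without 35S:RPS4 0 h replicate 3 (0.96) or 35S:RPS4 4 h replicate 3 (0.92).

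Reads assigned to no gene, which the comparisons do not use, were more frequent in 35S:RPS4 after the shift than in the Col-0 libraries. There were 1.013 ± 0.00163 such reads per read in a gene at 4 h and 1.018 ± 0.00112 at 8 h, and each of these 6 libraries lay above every other library (at most 1.007). The means were 1.003, 1.002 and 1.003 in Col-0 at 0 h, 4 h and 8 h and 1.003 in 35S:RPS4 at 0 h, and the difference was not tested. As the strand setting of the counting is not given in the labels, these reads cannot be taken to lie outside genes, since reads on the opposite strand of a gene are not told apart from them.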

How the results depend on the processing

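The setting with replicate 1 as the only Col-0 library at 0 h was chosen after the results were seen, and the others were planned. Most results kept their side of the threshold. Of 656 results of named genes 499 did so under every alternative run, 144 were no longer past the threshold under at least 1, and 13 passed it newly under at least 1. Changes of sign were counted only where a value was past the threshold in either setting, and there were 0. The counts of called genes at 8 h stayed within 1.5 times under each alternative. Depth set a floor of 0.0827 to 0.126 CPM, so that folds of genes near it are bounds or wide intervals.

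At 0 h, where edgeR called 2 genes higher and 0 lower (1923 at an unadjusted p under 0.05), DESeq2 called 4 and 71 and limma voom 1 and 0. Leaving out 1 library gave 2 to 4 genes higher and 0 to 178 lower: 4 and 178 without Col-0 0 h replicate 1, and 1 lower without 35S:RPS4 0 h replicate 3. With library totals the genes lower were 4237 for the genotype effect at 4 h and 3312 for the interaction at 4 h. In the same setting RPS4 stood at 13.36 CPM in Col-0 at 0 h, 16.12 at 4 h and 1789 in 35S:RPS4 at 4 h. A fit to the compared groups alone called 579 genes lower in Col-0 at 4 h. The correlation of the genotype effects was 0.7513 with the filter of 1 CPM, and 0.7207 (without 35S:RPS4 4 h replicate 3) to 0.7456 (without Col-0 8 h replicate 3) with 1 library left out.

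With replicate 1 alone for Col-0 at 0 h, 1 gene was called higher at 0 h, 427 higher and 333 lower in Col-0 at 4 h, and 1265 lower in the interaction at 4 h. Lists called were 4 at 0 h and 2 in Col-0 at 8 h. Among lists called at 0 h in either setting, the camera direction changed for the jasmonate (median 0.7343), camalexin (0.7473) and photosynthesis lists (-0.1087). Medians also changed sign in lists called in neither setting. They rose above 0 for the SA response (-0.09 to 0.61), WRKY (-0.50 to 0.28), RT-qPCR (-0.55 to 0.73), cell death (-0.33 to 0.19) and aliphatic lists (-0.22 to 0.25). They fell below 0 for the heat shock (0.29 to -0.04), clock (0.13 to -0.03) and reference lists (0.06 to -0.01). The lone library was assumed to vary like the other groups. The photosynthesis median at 0 h lay between -0.01624 (without Col-0 0 h replicate 2) and 0.2542 (without Col-0 0 h replicate 1). With an estimated correlation camera called 0 lists at 0 h, 9 at 4 h and 4 at 8 h between the lines, 1 in Col-0 at 4 h and 0 at 8 h, and 9 and 4 in the interactions. Here a larger correlation widens the error of a list by construction; otherwise the cause was not tested.

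The replicate numbers showed no steady pairing of the samples, but pairing is not excluded, as the labels do not say what the numbers mark. Over 15 pairs of groups the correlations of same-numbered libraries ran from -0.223 to 0.274, and in 0 pairs were all 3 above 0.1. Not every library correlated best with its own number, though all 3 did between Col-0 at 8 h and 35S:RPS4 at 4 h. This is a hint from the data alone. The replicate block moved no count of called genes by over 1.5 times (RPS4 6.156, 7.22 and 5.435 at 0 h, 4 h and 8 h). With the block 11 of 656 named results and 2 of 182 list calls were not called, the lists being photosynthesis at 0 h (adjusted p = 0.0572) and 4 h (adjusted p = 0.0585), and no other call of these changed.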

Other observations

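The tests of gene length and GC content and the splits were planned, and the other tests in this part were chosen only after the results were seen, as were the values of TOC1 at 8 h, PIF4, BIP1, BIP2 and CNX2 at 4 h and ATHB2, which the naming rule did not ask for.

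The clock list did not pass camera between the lines at 4 h or 8 h, but single genes differed. TOC1, an evening gene, stood at 75.7 ± 16.7 against 15.6 ± 2.09 CPM in Col-0 at 4 h (log2FC 2.28 ± 0.17, adjusted p = 8.94e-09) and at 203 ± 4.59 against 146 ± 14.4 CPM at 8 h (0.48 ± 0.16, adjusted p = 0.0134, not passing). The morning genes LHY and LNK1 stood higher in 35S:RPS4 at 8 h (LHY 15.8 ± 3.87 against 4.71 ± 2.05 CPM, 1.74 ± 0.25, adjusted p = 5.63e-06; LNK1 142 ± 17.5 against 53.4 ± 9.16 CPM, 1.41 ± 0.14). PRR3 stood lower at 8 h (19.0 ± 2.3 against 53.0 ± 10.9 CPM; -1.48 ± 0.20). PIF4, a regulator of growth in warmth, fell by 1.79 ± 0.27 on the log2 scale at 4 h and by 4.56 ± 0.31 at 8 h, to 2.72 ± 0.36 against 64.1 ± 8.27 CPM (adjusted p = 7.6e-10). The auxin response genes IAA3 and IAA14 fell by 5.51 ± 0.30 and 4.63 ± 0.45 at 8 h, while ATHB2, a gene of the shade response, rose by 2.09 ± 0.33 at 4 h and 2.82 ± 0.34 at 8 h.

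Among the 16 genes of ER folding, 4 were higher at 4 h and 14 at 8 h. BZIP60 stood at 543 ± 135 against 31.6 ± 2.88 CPM at 4 h (log2FC 4.103 ± 0.21, adjusted p = 9.09e-11), IRE1A, which splices its transcript, at 79.9 ± 11 CPM (2.28 ± 0.16) and the calreticulin gene CRT3 at 247 ± 24.3 against 37.4 ± 3.26 CPM (2.73 ± 0.22). At that time BIP1 (0.30 ± 0.23, adjusted p = 0.277) and BIP2 (0.66 ± 0.23, adjusted p = 0.0244) did not pass, and the calnexin gene CNX2 was lower (19.1 ± 2.84 against 44.0 ± 1.52 CPM; -1.20 ± 0.17). The change of the effect from 4 h to 8 h passed its own test for BIP1 (2.74, adjusted p = 2.81e-06), BIP2 (3.32, adjusted p = 4.93e-07) and CNX2 (1.79, adjusted p = 1.07e-05). For BZIP60 it did not (-0.46, adjusted p = 0.156), nor for IRE1A (0.43, adjusted p = 0.11) or CRT3 (0.66, adjusted p = 0.0651).

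AT5G24240 stood at 21.2 ± 1.49 CPM in 35S:RPS4 at 28 °C against 0.184 ± 0.0711 CPM in Col-0, the 1 gene besides RPS4 that was called there by edgeR. The RPS4 part of the transgene transcript counted at AT5G24240 is argued against, since the genes share 0 stretches of 25 bases, while RPS4 shares 102 with its relative RPS4B. Other parts of the transgene, such as its tag, were not searched and stay open. Low-level immune activation at 28 °C stays open: the median log2FC at 0 h of the other 3313 genes called higher at 4 h was -0.1555 (quartiles -0.54 and 0.07), but 0.05 with Col-0 replicate 1 alone. AT5G24240 held 67.8% of its log2FC of 4 h at 0 h, as did 8 of these genes or 0.242%. An insertion of the transgene nearby also may account for it, as the higher log2FC of the 2 nearest tested genes was -0.07455 (AT5G24260; AT5G24230 at -0.62), which does not rule out an insertion acting on 1 gene.

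Photosynthesis genes were lower in 35S:RPS4 at 8 h in 26 of 26 cases. TMM scaling as the cause is argued against by the library total alone, with a median of -2.286 and 26 genes called lower. Median-of-ratios scaling (-2.048) and removal of organelle genes (-2.044) also left 26 lower but are weak checks. The first assumes, like TMM, that most genes stay unchanged, and the second took out few counts. All 3 are relative to the counts of a library, so none could show a change in the total amount of RNA. Gene length and GC content are argued against by 456 genes matched on both, with a median of -0.2354 (quartiles -1.62 and 1.08). A lower share of mesophyll RNA would raise the markers of all other cell types if their own expression stayed the same. Their medians were -0.3774 for guard cells, -1.03 for vasculature and -2.19 for epidermis. As these markers may themselves change in the response, the medians cannot decide, and a lower share of mesophyll RNA stays open. A lower level of these transcripts in RPS4-activated leaves may be biological, as a hypothesis found and tested on the same data.

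Jasmonate genes differed between the Col-0 libraries of 0 h, from 4.28 in replicate 1 to 7.18 and 7.13 in mean log2 CPM. An exchange of libraries between times or lines is argued against, since the heat shock mean of each of these libraries lay at least 3.116 log2 units above every Col-0 library of 4 h and 8 h, with RPS4 at most at 13.2 CPM. Flower tissue in replicates 2 and 3 is argued against by AP1, AP3 and PI, which summed to at most 0.199 CPM there. What set the libraries apart stays open, and no biological explanation was tested.

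For comparisons of 3 with 3 libraries there are 10 splits, too few for a share under 0.05. The real split called the most genes, alone (1 split of 10), in each of 7 comparisons: 2, 5805 and 11357 genes between the lines at 0 h, 4 h and 8 h, 1734 and 4475 in Col-0 and 6635 and 11262 in 35S:RPS4 at 4 h and 8 h. The highest of the others was 1 for Col-0 at 8 h and 0 for the remaining 6. Each other split mixed the groups, so a real difference between them widened the spread within the mixed groups and lowered the calls. These counts thus cannot decide about chance. For lists the real numbers were 7, 16 and 15 between the lines at 0 h, 4 h and 8 h and 7 and 4 in Col-0 at 4 h and 8 h, with 12, 18, 18, 12 and 13 as the highest of the others. As many lists were called in 7, 7, 10, 5 and 7 of the 10 splits, in that order. Each other split set unequal numbers of libraries of the 2 groups against each other. Part of a real difference thus stayed in it for camera to find, so these shares cannot decide about chance either.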
